A study of Homo sapiens with 6 samples.

How the data were processed

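RNA was measured by poly(A) RNA sequencing in 6 libraries of cardiac spheres, 3 kept in standard medium and 3 exposed to ethanol. Per the labels' protocols, induced pluripotent stem cells (iPSCs) of the IMR90 line, an established line reprogrammed from fibroblasts, were differentiated with growth factors towards cardiomyocytes. Spheres were formed on differentiation day 4. Exposure to 50 mM ethanol began on day 20 and lasted 5 days, so cells were at day 25. Libraries were made from 1 µg of total RNA with a TruSeq kit and sequenced as 75 bp paired ends on a HiSeq instrument. The labels do not say whether replicates came from separate differentiations, so p-values measure the spread between these libraries, which may be partly technical.

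The authors deposited 1 table of 26485 gene rows with raw read counts per library, with HISAT2, HTSeq, DESeq2 and the build GRCh38 named in the submitters' processing notes. Tool versions, the annotation and the strand setting of the counting are not given in the sources used here. The deposited table also holds a score per library, the count divided by a size factor and rounded by the authors, which was used only to recover the size factors. It holds the authors' mean normalised signal over all libraries, their fold change as a ratio, its log2 value, and their p-value with its adjusted value, per the file headers. Every per-sample column matched 1 sample.

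Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as the factor, which left 16545 genes. Libraries were scaled by TMM, the quasi-likelihood F-test was fitted with the group alone, and p-values were adjusted by Benjamini-Hochberg over the genes tested, two-sided, at 0.05. Standard errors were taken as the log2 fold change over the square root of F. Levels are given as CPM, the count scaled to a common library total with the TMM factor, and log2 CPM used a prior count of 2. Values are given as mean CPM ± SD with n = 3 libraries per group.

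Gene lists were fixed before the data were examined. There were 33, with 637 members, of which 623 were matched to the table by symbol or by a RefSeq synonym, and 588 were tested. The list of the mitochondrial genome was not analysed here, since none of its 13 members matched. The other 32 lists had at least 5 tested members. They were tested with camera of limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry. Adjustment was over the 32 lists.

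The genes named were also set by rule before the data were examined. The rule took up to 12 genes per direction with the largest change among genes past the threshold, with a mean of at least 2 CPM and groups that did not overlap, leaving out pseudogenes and small RNAs. It added up to 4 called members per list, or the 2 members with the highest mean where none was called, every ethanol oxidation gene with a mean of at least 1 CPM, and the 5 genes per direction with the smallest p. It gave 81 genes, and those that matter are described. Genes named outside it are said to be chosen after their values were seen. Coordinates are those of GENCODE v29 on GRCh38, 1-based.

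Total counts were 26491570, 27028066 and 30828681 in control replicates 1 to 3 and 29986109, 34154423 and 35888325 in ethanol replicates 1 to 3. One count was worth 0.0279 to 0.0377 CPM. Between replicates, chi-square per degree of freedom over genes was 3.95 to 39.3, so no pair agreed within sampling noise and all libraries were kept as separate samples.

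The tests were tried on simulated counts with the real means and library sizes. For the comparison of ethanol with control over 16406 simulated genes, edgeR recovered 28 of 50 genes changed 1.5-fold, 45 of 50 changed 2-fold, 47 of 49 changed 4-fold and 50 of 50 changed 8-fold, and called 19 of 16207 unchanged genes. Over 16545 genes, DESeq2 1.42.0 recovered 31, 44, 47 and 50 of 50 and called 40 of 16345 unchanged genes. For both tests, unchanged genes made up a larger share of the calls than the adjusted p threshold allows. This share was larger for DESeq2 than for edgeR, so its calls may hold more false ones than the threshold states. Camera called a list of 24 genes shifted by -0.3 (log2) and 1 of 30 random lists. With the real libraries split in other ways, camera called up to 12 lists, so the rate for random lists does not carry over to them. Recovery may also be lower in the real data. Among genes changed more than 2-fold there, edgeR called CYR61 and CTGF but not ANKRD1, ATF3 or MMP9.

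Alternatives changed the scaling, the filter, the test (DESeq2, limma-voom), the threshold, a replicate block and the libraries used, 1 left out at a time. Further alternatives were chosen after seeing the data: robust dispersion estimates, the newer quasi-likelihood method, the mean level of the glycolysis and hypoxia list per library as a covariate, and a fit without control replicate 3 and ethanol replicate 1.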

Results

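Cardiac spheres from IMR90 iPSCs were profiled by RNA sequencing to compare gene expression in ethanol-exposed cardiomyocytes with that in unexposed ones. The control and ethanol groups had 3 libraries each. Totals ran from 26491570 to 35888325 counts per library. The ethanol group had been in 50 mM ethanol for 5 days. The libraries held abundant transcripts of cardiac muscle and of liver-like endoderm in both groups. MYH6, the atrial myosin heavy chain, was at 16438 ± 1552 CPM in control and 19312 ± 333 CPM in ethanol (SD, n = 3). ALB, which encodes albumin, was at 10434 ± 750 and 10408 ± 831 CPM, and AFP, alpha-fetoprotein, was at 7459 ± 612 and 7016 ± 326 CPM.

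Ethanol-exposed spheres had lower transcript levels of 7 genes and a higher level of 1 gene, of 16545 tested. The largest falls were in CYR61 and CTGF, which encode secreted matricellular proteins. CYR61 fell from 76.7 ± 8.19 to 27.0 ± 0.716 CPM (SD, n = 3), a log2 fold change of -1.50 with a standard error of 0.08 (edgeR adjusted p = 0.00114). CTGF fell from 55.5 ± 3.66 to 20.6 ± 2.98 CPM, a log2 fold change of -1.43 ± 0.11 (SE; edgeR adjusted p = 0.00434). OTUD1, a deubiquitinase, fell from 39.7 ± 1.74 to 22.6 ± 0.612 CPM (edgeR adjusted p = 0.00434). COL14A1, a fibril-associated collagen, was the gene that rose, from 103.2 ± 1.31 to 156.1 ± 11.5 CPM, a log2 fold change of 0.60 ± 0.06 (SE; edgeR adjusted p = 0.0398).

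The other 4 genes that fell had an edgeR adjusted p of 0.0413 each. TNFRSF12A, the receptor for the cytokine TWEAK, had a log2 fold change of -0.83, and IER3, an early response gene, one of -0.75. PPP1R15A, a regulatory subunit of the phosphatase that acts on eIF2-alpha, had -0.68, and TM4SF4, a tetraspanin-like membrane protein, had -0.57. For all 8 genes the 3 ethanol libraries lay on one side of the 3 control libraries. This was so for 18.9% of all genes tested, against the 10% that chance gives on average with 3 against 3. Genes are not independent and the share for other groupings was not computed, so no excess is concluded.

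On GRCh38, CYR61 spans chromosome 1 from 85580761 to 85583962, CTGF chromosome 6 from 131948176 to 131951373, and OTUD1 chromosome 10 from 23439458 to 23442390. COL14A1 spans chromosome 8 from 120059780 to 120372036, and TNFRSF12A chromosome 16 from 3018445 to 3022383. IER3 lies on chromosome 6 from 30743199 to 30744554, PPP1R15A on chromosome 19 from 48872392 to 48876057, and TM4SF4 on chromosome 3 from 149473974 to 149503281. All 8 are annotated as protein-coding. TNFRSF12A shares 1627 bp with CLDN6 on the opposite strand, so its counts are uncertain where strand was not used. CTGF and IER3 overlap antisense genes by 428 and 394 bp, and TM4SF4 a processed pseudogene by 1336 bp.

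**Figure D1:**
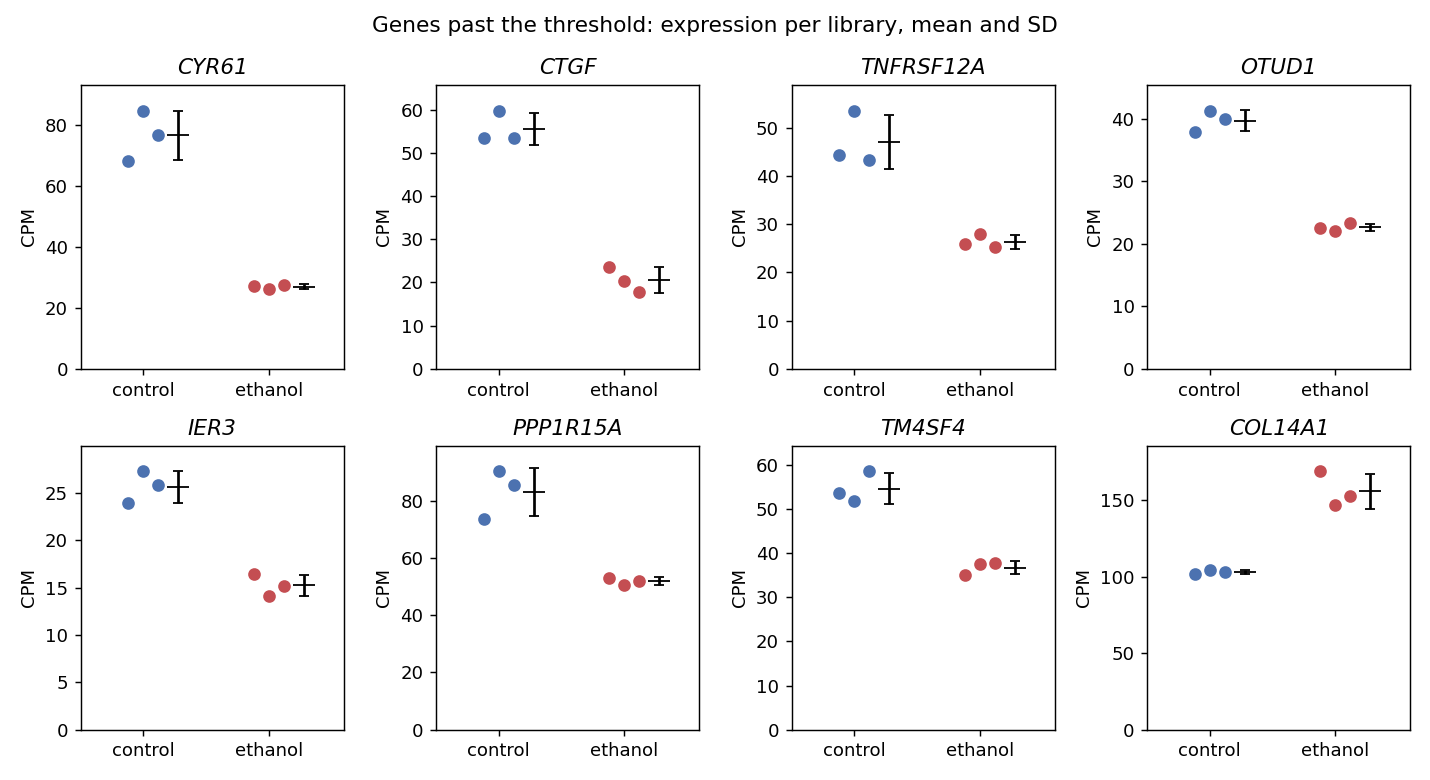
Each panel plots 1 gene past the threshold in CPM, with 1 point per library (blue control, red ethanol) and the group mean with its SD in black. CYR61 lies at 27.0 CPM on average in ethanol against 76.7 CPM in control, and COL14A1 at 156.1 against 103.2 CPM.

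The count of calls depended on single libraries and on the test. Without control replicate 3, edgeR called 433 genes higher and 418 lower, and without any other single library it called 0 higher and between 1 and 9 lower: 9 without control replicate 1, 1 without control replicate 2, and 2, 1 and 2 without ethanol replicates 1, 2 and 3. Of the 8 genes, CYR61 was called with each library left out. It was the 1 gene kept without control replicate 2 or ethanol replicate 2, CTGF was also kept without ethanol replicates 1 or 3, and COL14A1, TM4SF4 and TNFRSF12A were lost without control replicate 1. DESeq2 called 83 higher and 155 lower, among them all 8, and the authors' deposited table holds 83 higher and 152 lower at the same threshold.

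The immediate early genes, transcription factors and regulators induced within minutes of a stimulus, were lower as a set. Of 17 tested, 14 had estimates below 0, with a median log2 fold change of -0.36 (camera adjusted p = 5.79e-06 with the preset correlation, 0.753 as the adjusted p with an estimated correlation). Over all genes 1 passed by edgeR, IER3, and adjusted over the list alone 5 passed. DESeq2 called 4 lower over all genes. With the hypoxia-list level as a covariate (the covariate fit, chosen after seeing the data), edgeR called 10 lower. ATF3, chosen after its values were seen, was at 56.7 ± 18.9 CPM in control and 19.2 ± 0.615 CPM in ethanol (edgeR adjusted p = 0.0726 over all genes, DESeq2 adjusted p = 2.26e-05). The 14 inflammatory and NF-kappaB targets had a median of -0.21 (camera adjusted p = 0.0130, or 0.753 as the adjusted p with an estimated correlation). None was called over all genes by edgeR or DESeq2, or by edgeR adjusted over the list alone. The covariate fit called 4 lower.

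The sarcomere list and the list of fetal and stress-associated cardiac genes were lower with the preset correlation, while calcium handling (median 0.05) and cardiac ion channels had the direction up by camera and did not pass. For the 24 sarcomere genes the median was -0.09 (camera adjusted p = 0.00258, adjusted p = 0.753 with an estimated correlation). The mean log2 CPM was 9.96, 9.99 and 9.76 in control replicates 1 to 3 and 9.73, 9.76 and 9.81 in ethanol replicates 1 to 3, so the groups overlapped. None passed over all genes by edgeR, and 6 passed adjusted over the list alone, all lower. Over all genes DESeq2 called 7 lower, and the covariate fit called 11 lower and 2 higher. MYH6 and ACTC1, the members with the highest expression, had log2 fold changes of 0.23 ± 0.10 and -0.03 ± 0.09 (SE), neither past the threshold by edgeR without the covariate. With it MYH6 was called higher. For the 18 fetal and stress-associated cardiac genes the median was -0.08 (camera adjusted p = 0.0130, adjusted p = 0.753 with an estimated correlation). By edgeR none was called over all genes and 4 were lower adjusted over the list alone. Over all genes DESeq2 called 4 lower, and the covariate fit called 6 lower and 2 higher. The 2 members of this list with the highest expression were XIRP1, with a log2 fold change of -0.27, and FHL2, with 0.28. Neither passed by edgeR without the covariate, while with it XIRP1 was called lower and FHL2 higher.

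The list of extracellular matrix and fibrosis was higher by camera (25 tested, median 0.09, adjusted p = 0.0137; adjusted p = 0.753 with an estimated correlation). The groups overlapped: its mean log2 CPM was 6.74, 6.74 and 7.01 in control replicates 1 to 3 and 6.94, 6.79 and 6.91 in ethanol replicates 1 to 3. Over all genes 1 member passed by edgeR, CTGF, which fell. Adjusted over the list alone, 8 were higher by edgeR, among them COL1A1, and 3 were lower. Over all genes DESeq2 called 5 higher and 2 lower, and the covariate fit called 9 higher and 3 lower. COL1A1, the main collagen of fibrous tissue, was at 621.7 ± 22.6 CPM in control and 724.1 ± 24.8 CPM in ethanol (edgeR adjusted p = 0.241 over all genes, DESeq2 adjusted p = 0.0398). Fibroblast markers, which share COL1A1, COL1A2 and COL3A1 with the matrix list, were also higher (11 tested, median 0.14, camera adjusted p = 0.0260; adjusted p = 0.753 with an estimated correlation). Their mean log2 CPM was 4.95, 5.03 and 5.15 in control replicates 1 to 3 and 5.16, 5.22 and 5.06 in ethanol replicates 1 to 3. By edgeR none passed over all genes, and 5 were higher adjusted over the list alone. Over all genes DESeq2 called COL1A1 and COL1A2 higher, and the covariate fit called 4 higher.

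Cytosolic ribosomal protein genes had estimates above 0 for 23 of 24 (median 0.12, camera adjusted p = 5.79e-06; adjusted p = 0.753 with an estimated correlation). This list had been set as a measure of library quality, like the canonical histones. Its mean log2 CPM was 9.27, 9.25 and 9.42 in control replicates 1 to 3 and 9.44, 9.42 and 9.42 in ethanol replicates 1 to 3. Nuclear genes of oxidative phosphorylation had a median of 0.06 over 34 (camera adjusted p = 0.0364; adjusted p = 0.753 with an estimated correlation). Cell cycle genes had a median of -0.12 over 28 (camera adjusted p = 0.0137; adjusted p = 0.841 with an estimated correlation), and without ethanol replicate 1 the direction by camera turned upward. In all 3 lists the library means of the groups overlapped. No member of these 3 lists passed by edgeR, over all genes or adjusted over the list alone. Over all genes DESeq2 called the ribosomal protein genes RPS12 and RPS27A higher. The covariate fit called 5 ribosomal protein genes and 5 oxidative phosphorylation genes, all higher, and no cell cycle gene.

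Of the 32 lists, 9 passed the threshold with the preset correlation, 5 lower and 4 higher, all described above. None was called with an estimated correlation or by fry, whose lowest adjusted p was 0.185. The mixed test of fry, which asks whether genes change in either direction, called 11 lists. Immediate early genes and ribosomal protein genes passed with each of the 6 libraries left out in turn. The sarcomere list was lost without control replicates 1 or 2, the matrix list without control replicates 1 or 2 or ethanol replicate 3, and the fibroblast list without control replicates 1 or 2 or ethanol replicate 2. The fetal and stress-associated list was lost without control replicate 1 or ethanol replicate 1, the inflammatory list without control replicate 3, and the cell cycle list without control replicates 1 or 2 or ethanol replicate 1. Oxidative phosphorylation was lost without control replicates 2 or 3 or ethanol replicates 2 or 3, and with DESeq2-style size factors. Other groupings of the same libraries called as many lists, up to 12.

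**Figure D2:**
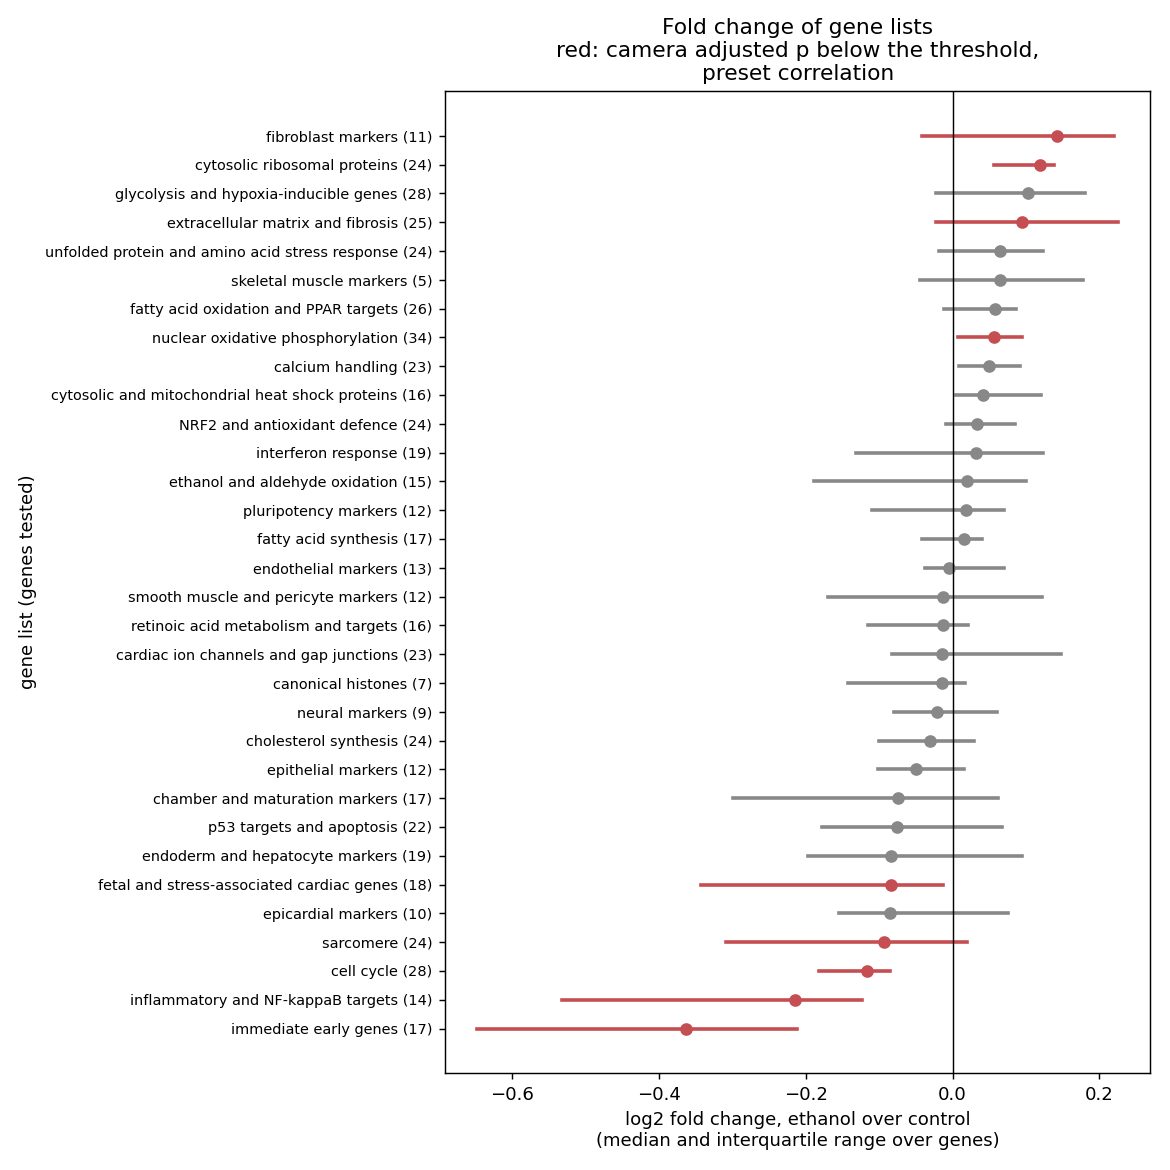
Points are the median log2 fold change of each gene list (ethanol over control, horizontal axis) and lines the interquartile range over its genes, with the number tested in parentheses. Lists in red passed camera with the preset correlation: immediate early genes lie lowest at -0.36 and fibroblast markers highest at 0.14.

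The enzymes that oxidise ethanol and aldehydes were tested as a list of 15, and none passed over all genes or adjusted over the list alone (1 had an unadjusted p under 0.05; DESeq2 called 0). With the hypoxia-list level as a covariate, chosen after seeing the data, 1 passed over all genes: ALDH9A1, with a log2 fold change of 0.20 ± 0.04 (SE; edgeR adjusted p = 0.00879). Camera gave an adjusted p of 0.713, direction up, with a median of 0.02 and a mean of -0.04, which differ in sign. The mitochondrial aldehyde dehydrogenase ALDH2 was at 112.9 ± 7.03 CPM in control and 120.2 ± 9.97 CPM in ethanol. The alcohol dehydrogenase ADH5 was at 179.1 ± 7.77 and 192.9 ± 6.86 CPM, and ALDH9A1 at 117.0 ± 3.26 and 133.6 ± 4.67 CPM. CYP2E1, the microsomal ethanol oxidase, was at 2.99 ± 0.817 and 2.37 ± 0.598 CPM. ADH1A, ADH1B, ADH4, ADH6, ALDH1A1, ALDH1A2, ALDH1B1, ALDH3A2 and ALDH7A1 had adjusted p-values between 0.428 for ALDH3A2 and 0.988 for ADH6 (edgeR).

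Stress lists that did not pass included NRF2 and antioxidant defence (24 tested, median 0.03, camera adjusted p = 0.431) and the unfolded protein and amino acid stress response (24 tested, camera adjusted p = 0.437, median 0.07 but mean -0.03). The latter held 1 gene called by edgeR, PPP1R15A, and 2 lower adjusted over the list alone. Over all genes DESeq2 called 2 lower, and the covariate fit called 4 higher and 4 lower. Heat shock proteins (adjusted p = 0.173) had 1 higher and 1 lower adjusted over the list alone, and p53 targets and apoptosis genes (adjusted p = 0.230) had 2 lower. Over all genes DESeq2 called the heat shock genes HSPE1 higher and CRYAB lower, and the p53 and apoptosis genes BTG2 and MCL1 lower. The covariate fit called 3 heat shock genes higher and 1 lower, and 5 p53 and apoptosis genes lower. Camera adjusted p-values were 0.383 for calcium handling and 0.437 for cardiac ion channels and gap junctions, of which 2 members were higher adjusted over the list alone. Over all genes DESeq2 called PLN of calcium handling lower, and the ion channel genes GJA5 and KCNIP2 higher. The covariate fit called 1 calcium handling gene higher and 1 lower, and 3 ion channel and gap junction genes higher and 1 lower. It called 3 NRF2 and antioxidant genes higher. The camera values were 0.437 for cholesterol synthesis, 0.748 for fatty acid synthesis, 0.308 for fatty acid oxidation, 0.437 for the interferon response, and 0.383 for retinoic acid genes. Among these, DESeq2 called STARD4 of cholesterol synthesis lower. The covariate fit called 1 cholesterol synthesis gene higher and 2 lower, and 1 fatty acid synthesis gene higher and 1 lower. In fatty acid oxidation it called 1 higher and 2 lower. It also called 2 interferon genes higher and 1 lower, and 2 retinoic acid genes lower.

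Markers of other cell types did not pass apart from the fibroblast list. Endoderm and hepatocyte markers had a median of -0.08 over 19 (camera adjusted p = 0.437), with 1 higher adjusted over the list alone. Over all genes DESeq2 called TF higher and FGB lower, and the covariate fit called 4 higher and 3 lower. Camera adjusted p-values were 0.951 for smooth muscle, 0.969 for endothelial, 0.437 for epicardial, 0.951 for neural, 0.289 for epithelial, 0.951 for pluripotency, 0.173 for chamber and maturation, and 0.748 for skeletal muscle markers. Of these, the smooth muscle list had 1 higher and 1 lower, the epithelial list 2 lower and the chamber list 1 higher and 3 lower, adjusted over the list alone. Over all genes DESeq2 called TAGLN of the smooth muscle list lower, and in the chamber list GJA5 higher and MYL2, MYL7 and TNNI3 lower. The covariate fit called 3 smooth muscle markers higher and 2 lower, and 1 chamber marker higher and 4 lower. It also called 2 epithelial markers and 1 epicardial marker lower. Camera and the mean differed in sign from the median for ion channels (median -0.01) and endothelial markers (median -0.004), camera from both for smooth muscle markers (median -0.01, mean -0.05), and the mean from both for pluripotency markers (mean -0.001). Canonical histones, a measure of RNA selection, had an adjusted p of 0.437, with 1 of 7 lower adjusted over the list alone. That gene, HIST2H2BE, was also called lower over all genes by DESeq2 and by the covariate fit.

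Glycolysis and hypoxia-inducible genes differed more between libraries of one group than between groups. The mean log2 CPM over the 28 genes was 7.07, 7.21 and 8.46 in control replicates 1 to 3, and 8.11, 7.49 and 7.78 in ethanol replicates 1 to 3. GAPDH, a glycolytic enzyme, was at 4846 ± 3059 CPM in control and 5133 ± 958 CPM in ethanol, and ENO1, another, at 1732 ± 1393 and 2097 ± 502 CPM. None of the 28 passed (0 also at an unadjusted p under 0.05, and 0 by DESeq2), and camera gave an adjusted p of 0.0955. The list passed, in the direction of higher with ethanol, with a replicate block, without control replicate 3, without ethanol replicate 2, and with control replicate 3 and ethanol replicate 1 both left out, a setting chosen after seeing the data. Its adjusted p ran from 9.98e-23 to 0.964 over the alternatives. The first principal component of all tested genes took 45.1% of the variance, with control replicate 3 at 27.3 and control replicate 1 at -25.5 on it. The second component took 25.4% and separated the groups.

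**Figure D3:**
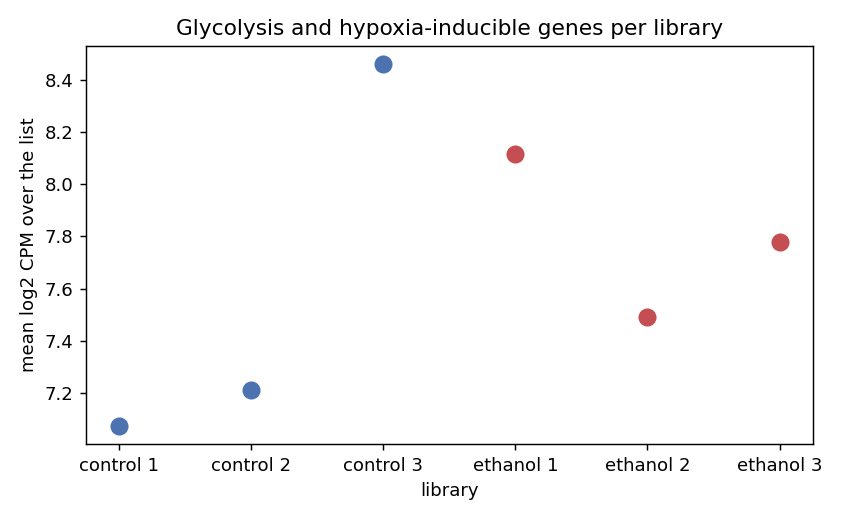
Each point is 1 library (blue control, red ethanol), and the vertical axis is the mean log2 CPM over the glycolysis and hypoxia-inducible genes. Control replicate 3 lies at 8.46 and ethanol replicate 1 at 8.11, while the other 4 lie between 7.07 and 7.78.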

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

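The robust dispersion estimates, the newer quasi-likelihood method, the hypoxia-list covariate and the fit with 2 libraries left out were chosen after seeing the data. Against 1 gene higher and 7 lower, scaling by size factors, upper quartile or library size gave 1 higher and 6 or 7 lower, and limma-voom 1 and 7. DESeq2 gave 83 higher and 155 lower, and no filter on low counts 5 and 29. At least 1 CPM in 3 libraries gave 2 and 8, a mean of at least 10 CPM 2 and 9, robust dispersion estimates 5 and 14, and the newer method 2 and 8. An adjusted p under 0.01 gave 0 and 3, and adding a 2-fold minimum 0 and 2, fewer by construction. The covariate gave 750 and 920, or 793 and 959 with glycolytic genes left out of its list, and leaving out the 2 libraries gave 808 and 896. Leaving out 1 library gave 0 to 433 higher and 1 to 418 lower. With the covariate it gave 474 higher and 718 lower, 354 and 496, and 484 and 1078 without control replicates 1, 2 and 3, and 1074 and 1489, 257 and 244, and 235 and 399 without ethanol replicates 1, 2 and 3. The cause of these differences was not tested. All 8 genes were among the calls of DESeq2, limma-voom, the other filters, the covariate fits and the fit without the 2 libraries. Upper quartile scaling lost PPP1R15A. Of the 8, 5 were kept without control replicate 1, 1 without control replicate 2, 8 without control replicate 3, and 2, 1 and 2 without ethanol replicates 1, 2 and 3.

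Against 9 lists, camera with an estimated correlation gave 0 and fry 0, and leaving out 1 library gave 4 to 9. DESeq2-style size factors gave 8, without oxidative phosphorylation, and the covariate gave 8, without the cell cycle list. Leaving out the 2 libraries gave 9, with the hypoxia list in and the inflammatory list out. Newly called lists were cholesterol synthesis and hypoxia without control replicate 3, heat shock proteins without ethanol replicate 1, and hypoxia without ethanol replicate 2. Without ethanol replicate 1 the cell cycle list turned from lower to higher, with an adjusted p of 0.958, against 1.84e-05 without ethanol replicate 3. Without the 2 libraries NEFL turned from not called and below 0 to 0.27 (log2) and called. The causes were not tested. Over the 81 named genes and their alternatives, 1410 values stayed on the same side of the threshold, 86 passed it newly and 37 no longer passed. The sign differed in 78 cases with neither value past the threshold.

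The replicate numbers do not pair the samples: deviations of same-numbered libraries from their group means correlated at -0.49, 0.15 and -0.08. With a replicate block 0 genes were higher and 1 lower, CYR61, and 10 lists passed, the hypoxia list being the added one. No control library other than replicate 2 correlated best with the ethanol library of its own number. The 3 alternatives written for a table without counts were not run, since the table holds counts. Depth limits the genes near 1 count, which is worth at most 0.0377 CPM here.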

Other observations

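DESeq2 called further genes that the quasi-likelihood test did not, and these were chosen after their values were seen, by the size rule applied to DESeq2. ANKRD1, a cardiac ankyrin repeat protein, was at 286.8 ± 120.5 CPM in control and 65.2 ± 11.4 CPM in ethanol (SD, n = 3; DESeq2 adjusted p = 1.03e-05, edgeR adjusted p = 0.0785). NPPB, the B-type natriuretic peptide, was at 16.3 ± 3.05 and 7.66 ± 1.59 CPM (DESeq2 adjusted p = 5.63e-07, edgeR adjusted p = 0.112). Among genes of liver, GC, the vitamin D binding protein, was at 116.7 ± 27.5 and 54.5 ± 9.16 CPM (DESeq2 adjusted p = 4.84e-08, edgeR adjusted p = 0.112), while TF, transferrin, was at 83.5 ± 11.1 and 119.4 ± 5.74 CPM (DESeq2 adjusted p = 1.00e-04, edgeR adjusted p = 0.126). MMP9, a matrix metalloproteinase, was at 3.96 ± 0.588 and 8.64 ± 1.21 CPM (DESeq2 adjusted p = 4.55e-07, edgeR adjusted p = 0.0697).

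The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split was the 1 split with 8 or more genes by edgeR, and the highest of the others was 0. With the hypoxia covariate the real split gave 1670 genes, 1 split gave as many, itself, and the highest of the others was 70. By DESeq2 the real split gave 238 genes, 3 splits gave as many, and the highest of the others was 422, which points to a structure of the samples apart from ethanol. That split set control replicates 1 and 2 with ethanol replicate 2 against the rest, and its correlation with the hypoxia-list level was 0.88. A split of control replicate 1 with ethanol replicates 2 and 3 gave 315 genes at a correlation of 0.49. A split of control replicates 1 and 2 with ethanol replicate 3, at 0.68, gave 0 by DESeq2 and by edgeR, so the counts did not follow this level alone. For gene lists the real split gave 9, 5 splits gave as many, and the highest of the others was 12.

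Tests chosen or changed after the result was seen are those of depth, of other cell types, skeletal muscle included, and of ethanol for the hypoxia-inducible genes, and those of YAP-TEAD targets, handling and depth for the CYR61 group. For the spread of hypoxia-inducible genes between libraries of one group, the range of the list mean was 1.39 (log2 CPM). Thinning all libraries to the lowest total in 5 draws left it at 1.37 to 1.40. This decides nothing about depth, since thinning moved it no further than the draws differ, although a bound written before the value was seen was met. In control the list level rose with the total count over the libraries, and in ethanol the library with the lowest total had the highest level. Among 9 lists of cell-type markers, skeletal muscle apart and cardiac chamber markers included, the largest range was 0.27, for fibroblast markers, with a 95% bootstrap interval of 0.13 to 0.48. The highest upper limits were 0.62 for neural and 0.57 for epicardial markers, under the bound of 0.70, which argues against a changing share of those cells. Single members of both lists went either way in control replicates 1 to 3. Neural NEFL was at 24.9, 22.9 and 49.9 CPM and NES at 644.5, 673.3 and 556.9 CPM. Epicardial KRT19 was at 135.9, 139.0 and 268.7 CPM and KRT8 at 685.5, 658.2 and 618.0 CPM. Skeletal muscle markers, with 5 tested, had a range of 1.12 with an interval of 0.34 to 1.90, which takes in that bound, so a changing share of those cells stays open. Of these, ACTN3 was at 6.80, 8.10 and 27.9 CPM in control replicates 1 to 3 and 20.99, 10.7 and 13.6 CPM in ethanol replicates 1 to 3. CKM, which heart muscle also expresses, was at 457 to 497 CPM over the libraries. A minimum of 10 tested genes, first set for these lists after their values were seen, was dropped. The group means differed by 0.21 with overlapping groups, which decides nothing about ethanol, since that overlap is the pattern itself. A bound written for it, which was met, was replaced for that reason after the value was seen. Depth and an ethanol effect on this list stay open, and oxygen supply inside the spheres may differ between cultures, which was not tested.

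With the hypoxia-list level as a covariate, edgeR called 1670 genes instead of 8, and without control replicate 3 and ethanol replicate 1 it called 1704. The fits called 942 genes in common, 940 in the same direction, but they share 4 libraries, so this agreement is no independent evidence. If those 2 libraries had exchanged labels, genes called between the other 4 should go the opposite way between them. Of 1703 such genes, 72.3% went the same way (95% binomial interval 70.1 to 74.4, with genes not independent), against 57.3% of the genes not called, which argues against exchanged labels. After thinning, at least 1479 genes were called in each of the 5 draws. Thinning took the highest total only from 35888325 to 26491570 counts, so most counts stayed in place. This decides nothing about depth, which stays open for these calls. An ethanol response hidden by the spread of hypoxia-inducible genes is a candidate explanation and stays a hypothesis, since the covariate was chosen on these data.

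CYR61, CTGF and ANKRD1 are known targets of the YAP-TEAD transcription factors. In a target list that leaves out these 3 and F3, the 18 genes tested had a median log2 fold change of -0.040 (95% bootstrap interval -0.18 to 0.13), with 10 below 0 and a camera p of 0.215. As a set, these other targets showed no fall as large as that of CYR61 (-1.50) or CTGF (-1.43). Lower YAP-TEAD activity is not decided by this, since the interval takes in small falls. The list also leaves out the genes in which the fall was first seen. The bound first written for this test, which the median met, was replaced after the value was seen because those genes are left out. For 10 fast immediate early genes the median was -0.36 (interval -0.54 to -0.09, which ignores the correlation between genes). These all belong to the immediate early list already seen to be lower, so the value restates that and decides nothing about handling before lysis. After thinning to the lowest total, each of the 8 genes kept at least 96.5% of its log2 fold change in each of 5 draws, and at most 105% was reached. Thinning can hardly move genes this abundant, so this decides nothing about depth. The draws kept 8, 7, 8, 8 and 4 of the calls, the losses being adjusted p-values of at most 0.0617 (edgeR). The bound first written counted calls and was replaced after these were seen. In a comparison chosen after the values were seen, control replicate 3 had a higher total than ethanol replicate 1, 30828681 against 29986109 counts. In these libraries CYR61 was at 76.8 against 27.2 CPM, CTGF at 53.3 against 23.7 CPM and COL14A1 at 103 against 169 CPM. All 8 genes differed between them in the direction of the groups, although the order of totals was reversed. This argues against depth for these 8 genes. Handling, lower YAP-TEAD activity and ethanol acting by another route all stay open.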
